# Knockdown of *miR-21 *in human breast cancer cell lines inhibits proliferation, *in vitro *migration and *in vivo *tumor growth

**DOI:** 10.1186/bcr2803

**Published:** 2011-01-10

**Authors:** Li Xu Yan, Qi Nian Wu, Yan Zhang, Yang Yang Li, Ding Zhun Liao, Jing Hui Hou, Jia Fu, Mu Sheng Zeng, Jing Ping Yun, Qiu Liang Wu, Yi Xin Zeng, Jian Yong Shao

## Abstract

**Introduction:**

MicroRNAs (miRNAs) are a class of small non-coding RNAs (20 to 24 nucleotides) that post-transcriptionally modulate gene expression. A key oncomir in carcinogenesis is *miR-21*, which is consistently up-regulated in a wide range of cancers. However, few functional studies are available for *miR-21*, and few targets have been identified. In this study, we explored the role of *miR-21 *in human breast cancer cells and tissues, and searched for *miR-21 *targets.

**Methods:**

We used *in vitro *and *in vivo *assays to explore the role of *miR-21 *in the malignant progression of human breast cancer, using *miR-21 *knockdown. Using LNA silencing combined to microarray technology and target prediction, we screened for potential targets of *miR-21 *and validated direct targets by using luciferase reporter assay and Western blot. Two candidate target genes (EIF4A2 and ANKRD46) were selected for analysis of correlation with clinicopathological characteristics and prognosis using immunohistochemistry on cancer tissue microrrays.

**Results:**

Anti-miR-21 inhibited growth and migration of MCF-7 and MDA-MB-231 cells *in vitro*, and tumor growth in nude mice. Knockdown of *miR-21 *significantly increased the expression of *ANKRD46 *at both mRNA and protein levels. Luciferase assays using a reporter carrying a putative target site in the 3' untranslated region of *ANKRD46 *revealed that *miR-21 *directly targeted *ANKRD46*. *miR-21 *and EIF4A2 protein were inversely expressed in breast cancers (r_s _= -0.283, *P *= 0.005, Spearman's correlation analysis).

**Conclusions:**

Knockdown of *miR-21 *in MCF-7 and MDA-MB-231 cells inhibits *in vitro *and *in vivo *growth as well as *in vitro *migration. *ANKRD46 *is newly identified as a direct target of *miR-21 *in BC. These results suggest that inhibitory strategies against *miR-21 *using peptide nucleic acids (PNAs)-antimiR-21 may provide potential therapeutic applications in breast cancer treatment.

## Introduction

Breast cancer (BC) is by far the most frequent cancer of women (23% of all cancers), with an estimated 1.15 million new cases worldwide in 2002 [1]. It is still the leading cause of cancer mortality in women [1]. Despite research and resources dedicated to elucidating the molecular mechanisms of BC, the precise mechanisms of its initiation and progression remain unclear.

MicroRNAs (miRNAs) are small non-coding RNAs (20 to 24 nucleotides) that post-transcriptionally modulate gene expression by negatively regulating the stability or translational efficiency of their target mRNAs [2]. After the discovery of miRNAs, and findings indicating that they play a role in cancer, the concept of "oncomirs" was proposed [3]. In particular, *miR-21 *[miRBase: MIMAT0000076] has emerged as a key oncomir, since it is the most consistently up-regulated miRNA in a wide range of cancers [4-7].

Functional studies showed that knockdown of *miR-21 *in MCF7 cells led to reduced proliferation and tumor growth [8,9]. Knockdown of *miR-21 *in MDA-MB-231 cells significantly reduced invasion and lung metastasis [10]. These data clearly implicate *miR-21 *as a key molecule in carcinogenesis, but functional studies that demonstrate cause and effect relationships between *miR-21 *and target genes are lacking. Given that miRNAs usually target multiple genes post-transcriptionally, *miR-21 *is likely to exert its effects by regulating many genes involved in BC.

The inhibition of miRNAs using antisense oligonucleotides (ASOs) is a unique and effective technique for investigating miRNA functions and targets. Peptide nucleic acids (PNAs) are artificial oligonucleotides constructed on a peptide-like backbone. PNAs have a stronger affinity and greater specificity for DNA or RNA than natural nucleic acids, and are resistant to nucleases [11]. PNA-based ASOs can be used without transfection reagents, and are highly effective and sequence-specific. They provide long-lasting inhibition of miRNAs, and show no cytotoxicity up to 1 μM [11]. Therefore, we used a PNA *miR-21 *inhibitor for *in vivo *investigation.

In this study, we explored the role of *miR-21 *in the malignant progression of human BC by assaying *in vitro *and *in vivo *function after *miR-21 *knockdown. We also searched for *miR-21 *targets using gene prediction-based and systematic screening approaches. Two potential target genes eukaryotic translation initiation factor 4A2 (*EIF4A2*) [NCBI: NM001967] and ankyrin repeat domain 46 (*ANKRD46*) [NCBI: NM198401] were selected for correlation analysis between protein levels and clinicopathological characteristics as well as prognosis using immunohistochemistry (IHC) on cancer tissue microrrays (TMAs).

## Materials and methods

### Tissue specimens and TMAs construction

*In situ *hybridization analysis was performed on fresh samples from BC or fibroadenoma (FA) tissues with paired normal adjacent tissues (NATs, > 2 cm from tumor tissues) obtained from Sun Yat-sen University Cancer Center (SYSUCC) (Guangzhou, China) between January and March 2009. For IHC staining of *miR-21 *predicted target genes, formalin-fixed paraffin-embedded tissues were obtained from 99 randomly selected BC patients without neoadjuvant therapy at SYSUCC from January 2000 to November 2004, from whom informed consent and agreement, and clinicopathological information was available. A pathologist reviewed slides from all blocks, selecting representative areas of invasive tumor tissue to be cored. Selected cores were analyzed in duplicate using a MiniCore Tissue Arrayer (Alphelys, Passage Paul Langevin, Plaisir, France) with a 1-mm needle. The diagnosis and histological grade of each case were independently confirmed by two pathologists based on World Health Organization classification [12]. The clinical stage was classified according to the American Joint Committee on Cancer (AJCC) tumor-lymph node-metastasis (TNM) classification system [13]. The study was approved by the Research Ethics Committee of SYSUCC (Reference number: YP-2009168). The clinicopathological characteristics and follow-up data of the patients are summarized in Table 1.

**Table 1:** Clinicopathological characteristics and follow-up data for 99 patients with BC

Characteristics	Number of patients/Number analyzed (%)
Median age (range)	48 (30 to 74) (years)
Histological type*	
Ductal	93/99 (94%)
Lobular	1/99 (1%)
Other	5/99 (5%)
Histological grade*	
I	22/99 (22%)
II	58/99 (58%)
III	19/99 (20%)
Lymph node status at time of primary diagnosis	
Metastasis	57/99 (58%)
No metastasis	42/99 (42%)
AJCC clinical stage**	
I	8/99 (8%)
II	68/99 (69%)
III	23/99 (23%)
Overall survival (median, range)	74 (6 to 112) (months)
Alive without evidence of cancer	45/99 (68%)
Alive with cancer	14/99 (14%)
Died of cancer	40/99 (40%)
Died of other disease	0/99 (0%)

* According to the WHO classification of BC. ** According to the AJCC staging system; AJCC, American Joint Committee on Cancer; BC, breast cancer; WHO, World Health Organization.

### Locked nucleic acid (LNA)-based *in situ *hybridization for miRNA

To study the spatial and temporal expression of miRNAs with high sensitivity and resolution, the miRNA chromogenic *in situ *hybridization (CISH) and fluorescein *in situ *hybridization (FISH) protocol [14] were optimized (Additional file 1).

### Transfection of LNA-antimiR-21 into BC cells

MCF-7 and MDA-MB-231 cells were maintained in Dulbecco's modified Eagle's medium, supplemented with 100 U/ml penicillin, 100 μg/ml streptomycin and 10% fetal bovine serum (GIBCO-Invitrogen, Carlsbad, CA, USA). For transfection, the LNA-antimiR-21 or LNA-control (Exiqon A/S, Skelstedet, Vedbaek, Denmark) were delivered at a final concentration of 50 nM using Lipofectamine 2000 reagent (Invitrogen).

### 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay and colony formation assay

Growing cells (2 × 10^3 ^cells per well) were seeded into 96-well plates. At 24 h after LNA-transfection, cells were stained with 20 μl sterile MTT dye (5 mg/ml; Sigma-Aldrich Corp, St. Louis, MO, USA), followed by 4 h at 37°C. After supernatant removal, 150 μl of dimethyl sulphoxide (Sigma) was added and thoroughly mixed for 15 minutes. Absorbence was measured with a microplate reader (SpectraMax M5; Molecular Devices Corp., Silicon Valley, CA, USA) at 490 nm. For colony formation assays, cells were seeded in six-well plates (0.5 × 10^3 ^cells per well) and cultured for two weeks. Colonies were fixed with methanol for 10 minutes and stained with 1% crystal violet (Sigma) for 1 minute. Each cell group was measured in triplicate.

### Wound healing assay

Cells cultured in the presence of 50 nM LNA-antimiR-21 or LNA-control for 24 h were allowed to reach confluence before dragging a 1-mL sterile pipette tip (Axygen Scientific, Inc., Union City, CA, USA) through the monolayer. Cells were washed to remove cellular debris and allowed to migrate for 24 h or 48 h. Images were taken at time 0 h, 24 h and 48 h post-wounding using a digital camera system (Leica DFC 480; Leica Microsystems, Bannockburn, IL, USA). The motility of the cells was determined as repaired area percentage [15]. Each cell group was measured in triplicate.

### Validation of tumor growth-promoting activity of *miR-21 *in an animal model

Five- to six-week-old female BALB/c-nude mice (Slaccas Shanghai Laboratory Animal Co., Ltd., Shanghai, China) were used for experimental tumorigenicity assays. To facilitate estrogen-dependent xenograft establishment, each mouse received 17-estradiol (20 mg/kg; Sigma) intraperitoneally once a week. One week after treatment, equivalent amounts of MCF-7 cells, treated with PNA-antimiR-21 or PNA-control (100 nM for 48 h; Panagene, Inc., Yuseong-gu, Daejeon, Korea) without transfection reagents according to the manufacturer's protocol, were injected subcutaneously (10^7 ^cells/tumor) into the left axilla of nude mice [16]. Mice were weighed, and tumor width (W) and length (L) were measured every day. Tumor volume was estimated according to the standard formula: V = ∏/6 × L × W^2^, as described previously [17]. Animals were killed nine days after initial growth of the MCF-7 xenografts was detectable, and tumors were extracted. In all experiments, the ethics guidelines for investigations in conscious animals were followed, with approval from the local Ethics Committee for Animal Research.

### mRNA array and data mining

MCF-7 and MDA-MB-231 cells were transfected either with LNA-antimiR-21 or with LNA-control at a final concentration of 50 nM. Total RNAs were isolated from MCF-7 cells 48 h post transfection and from MDA-MB-231 cells 36 h post transfection, respectively, using Trizol Reagent (Invitrogen). The mRNA expression profile was performed using human genome oligo array service V1.0 (Catalog Number 400010; CapitalBio, Beijing, China) as described [18]. Each sample was analyzed once, and the CapitalBio data preprocess, normalization and filtering were as previously described [18]. Ratios were defined as marginal signal intensity when there was a substantial amount of variation in the signal intensity within the pixels from 800 to 1,500. All the microarray data have been deposited to the Gene Expression Omnibus (GEO) [19] and are accessible through GEO Series accession number [GEO: GSE20627].

### Relative quantitative reverse transcription-polymerase chain reaction (qRT-PCR)

For validation of mRNA array and quantitative analysis of *miR-21 *as well as potential target genes, qRT-PCR was used as previously described [20]. The primers for qRT-PCR are in Additional file 2. The relative expression was calculated using the equation relative quantification (RQ) = 2^-^ΔΔ^CT ^[21].

### Computational prediction of *miR-21 *target genes

Predicted *miR-21 *targets were identified using the algorithms of TargetScan 5.1 [22], miRBase Targets V5 [23], miRNAMap 2.0 [24], PicTar [25] and miRanda 3.0 [26].

### Luciferase reporter assay

The 3' untranslated region (3' UTR) of mRNA sequence of *ANKRD46 *containing predicted *miR-21 *binding site was amplified by PCR. PCR primers were listed in Additional file 2. After amplification, PCR products were cloned into the pMIR-REPORT (Applied Biosystems, Foster City, CA, USA), resulting in the pMIR-REPORT-3'*ANKRD46*. Mutation of *ANKRD46 *was introduced in the predicted *miR-21 *binding site by a QuikChange site-directed mutagenesis kit (Stratagene, Foster City, CA, USA). Wild-type *EIF4A2 *and mutant *EIF4A2 *were cloned into pMD19-T Simple Vector by TaKaRa Biotechnology CO., LTD. (Dalian, Liaoning, China) and then were individually subcloned downstream of the luciferase coding sequence in the pMIR-REPORT (Applied Biosystems). All constructs were verified by DNA sequencing.

For reporter assays, wide-type or mutant reporter constructs (15 ng) were cotransfected into 293T cells in twelve-well plates with *miR-21 *or miR-control (50 nM; GenePharma, Shanghai, China) and Renilla plasmid (5 ng) using lipofectamine 2000 (Invitrogen). Firefly and Renilla luciferase activities were measured by using a Dual Luciferase Assay (Promega, Madison, WI, USA) 24 h after transfection. Firefly luciferase values were normalized to Renilla, and the ratio of firefly/renilla was presented.

### Immunoblot analysis

Cells were harvested and lysed in radioimmune precipitation buffer (Upstate, Lake Placid, NY, USA) at the indicted time post-transfection. Antibodies used for immunoblot analysis were against ANKRD46 (1:500 dilution; sc-87548, Santa Cruz Biotechnology, Inc., Santa Cruz, CA, USA), EIF4A2 (1:1000 dilution; ab31218, Abcam, Cambridge, UK) and GAPDH (1:3,000 dilution; sc-32233, Santa Cruz Biotechnology), as a loading control. All bands were detected using a SuperSignal West Pico Chemiluminescent Substrate (Pierce, Rockford, IL, USA).

### Immunohistochemical staining

IHC and scoring of the estrogen receptor (ER), progesterone receptor (PR) and CerbB2 were performed as previously described [20]. Slides were incubated with primary antibodies against ANKRD46 (1:150 dilution; sc-87548, Santa Cruz Biotechnology); or EIF4A2 (1:700 dilution; ab31218, Abcam). All slides were processed simultaneously in identical conditions per the manufacturer's instructions. Three observers independently determined consensus scoring of EIF4A2 and ANKRD46 immunostaining using a semi-quantitative estimation according to the percentage of positive cells and the intensity of staining as described previously [27]. With these data, the composite score was obtained by adding the values of the staining intensity and relative abundance [28]. Samples with scores lower than the median score were grouped as low protein expression [29].

### Statistical analysis

Spearman's rank correlation test was used for correlation analysis between predicted target gene protein levels and endogenous *miR-21 *levels measured previously by qRT-PCR [20]. Pearson's Chi-Square tests were used to compare target gene expression levels to clinicopathological characteristics. Survival curves were estimated by the Kaplan-Meier method and log-rank test. All analysis used SPSS 16.0 for Windows (SPSS Inc, Chicago, IL, USA). All tests were two-tailed, and the significance level was set at *P *< 0.05.

## Results

### *miR-21 *is overexpressed in BC tissues and cell lines

Expression of *miR-21 *was detected in the cytoplasm in cancerous and luminal epithelial cells, and occasionally in fibroblasts. In BC patients, an increase in *miR-21 *staining intensity was observed in BC and FA tissues compared with corresponding NATs (Figure 1a). Parallel detection by FISH is shown in Additional file 3. Consistent with the CISH results, quantitative analysis indicated that *miR-21 *expression was significantly increased by 4.44- to 2.02-fold in BC tissues compared with NATs (*P *= 0.019, *n *= 4), and increased in FA tissues by 3.03- to 1.89-fold (*P *= 0.008, *n *= 4, Figure 1b). FISH and qRT-PCR were used to measure *miR-21 *levels in five BC cell lines (MCF-7, MDA-MB-231, MDA-MB-453, MDA-MB-435, and SK-BR-3) and one non-tumorigenic epithelial cell line (MCF-10A). Consistent with previous findings [8,10,30], *miR-21 *overexpressed in MCF-7, MDA-MB-231 and MDA-MB-453 cell lines from 6.48- to 4.04-fold compared with MCF-10A cell line (*P *< 0.01, Figure 1d).

**Figure 1:**
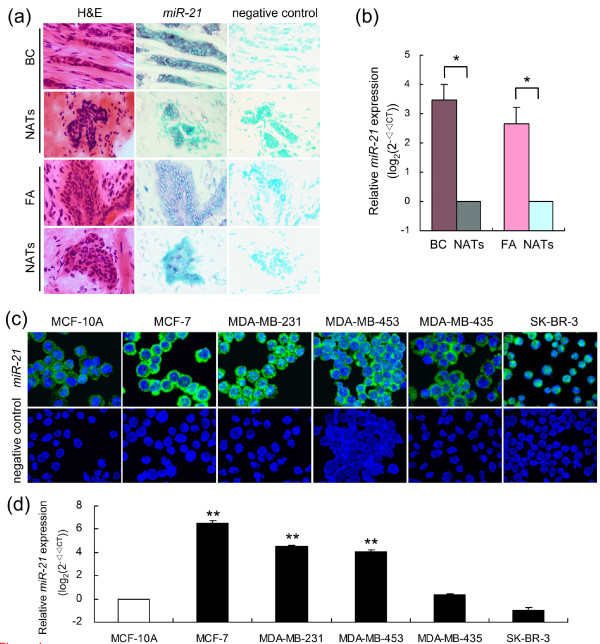
**Altered expression of *miR-21 *in different breast tumor types and breast cell lines**. **(a) **CISH detection using *miR-21 *LNA detection probe (blue) or scramble-miR as negative control were performed on consecutive 8 μM cryo-sections obtained from BC/FA tissues and corresponding NATs. DNA was counterstained with methyl green (green, × 400 magnification). **(b) **Total RNA was used to quantify *miR-21 *expression by relative qRT-PCR, normalizing on *U6 RNA *levels. The graph shows a log_2_-scale RQ calculated by normalizing the *miR-21 *expression values in the tumors on those in the NATs. Data indicate the mean (+SD) of four independent samples. * *P *< 0.05. **(c) **FISH detection of *miR-21 *in five BC cell lines (MCF-7, MDA-MB-231, MDA-MB-453, MDA-MB-435, SK-BR-3) and one non-tumorigenic epithelial cell line (MCF-10A). Positive *in situ *hybridization signals are visualized in green, while blue depicts DAPI nuclear stain (× 1,000 magnification). **(d) **qRT-PCR analysis show that MCF-7, MDA-MB-231 and MDA-MB-453 cells express higher levels of *miR-21 *compared with MCF-10A cells. Data are mean (+SD) of three replicates. ** *P *< 0.01; BC, breast cancer; FA, fibroadenoma; NATs, normal adjacent tissues.

### LNA-antimiR-21 inhibits BC cell growth, proliferation and migration *in vitro*

MCF-7 and MDA-MB-231 cell lines were selected to investigate *miR-21 *functions and targets by using sequence-specific functional inhibition of *miR-21*, because both cell lines express higher levels of *miR-21 *compared with MCF-10A cells. Optimal doses and time points for transfection of LNA reagents were determined by evaluating *miR-21 *levels using qRT-PCR (Additional file 4). Knockdown of *miR-21 *reduced *miR-21 *levels by 98% in MCF-7 cells, and 77% in MDA-MB-231 cells (*P *< 0.01) (Figure 2a). LNA-antimiR-21 led to a decrease in MCF-7 cell growth (Figure 2b) and proliferation (29%, *P *= 0.003, Figure 2c). Similar inhibition of cell growth and proliferation effects (51%, *P *= 0.011, Figure 2c) was also observed in MDA/LNA-antimiR-21 cells (data not shown). *In vitro *wound healing assays showed that wound repair in MCF/LNA-antimiR-21 and MDA/LNA-antimiR-21 was delayed compared with MCF/LNA-control and MDA/LNA-control cells (data not shown). Knockdown of *miR-21 *suppressed MCF-7 cell migration by up to 69% (*P *= 0.013), and MDA-MB-231 migration by 51% (*P *= 0.001), compared with the LNA-control at 24 h after wound scratch (Figure 2d). These data demonstrate the tumorigenic properties of *miR-21 *in regulating cell growth, proliferation and migration.

**Figure 2:**
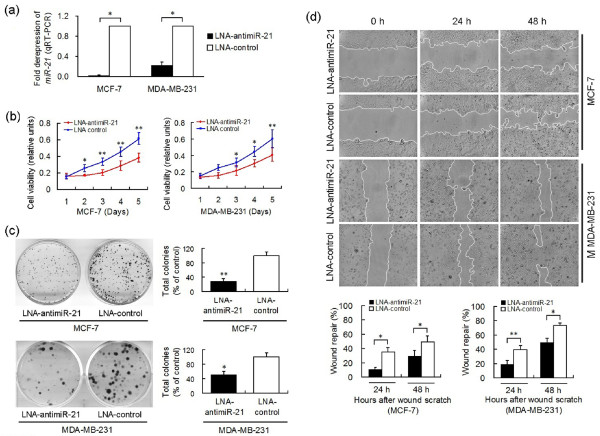
**LNA-antimiR-21 suppressed BC cell growth, proliferation and migration *in vitro***. **(a) ***miR-21 *expression levels (normalized to *U6 RNA*) were significantly depressed by 98% (*P *< 0.01) in MCF-7/LNA-antimiR-21 and 77% (*P *< 0.01) in MDA/LNA-antimiR-21 cells, relative to the LNA-control. The graph shows RQ calculated by normalizing the *miR-21 *expression values in LNA-antimiR-21 treated cells on those in the LNA-control treated cells. **(b) **MTT assay showed that MCF-7/antimiR-21 and MDA-MB-231/antimiR-21 cells grew slower than cells transfected with the LNA-control. **(c) **Representative wells showing total numbers of colonies formed by LNA-antimiR-treated cells standardized against control cells (set to 100%). **(d) **Representative image of *in vitro *wound healing assay of MCF-7 and MDA-MB-231 at 0, 24 and 48 h after wound scratch. Data are mean + SD, *n *= 3. * *P *< 0.05, ** *P *< 0.01.

### PNA-antimiR-21 inhibits tumor growth *in vivo*

To address the potential effects of PNA-antimiR-21 *in vivo *on the growth of BC cells, equal numbers (3 × 10^7^) of MCF-7 cells treated with PNA-antimiR-21 or the PNA-control were subcutaneously injected into female nude mice (eight animals per treatment). As seen in Figure 3b and 3c, detectable tumor masses (0.011 ± 0.013 g, mean ± standard deviation, SD) were seen in only 5/8 (62.5%) of mice in the MCF/PNA-antimiR-21 group, while much larger tumors (0.036 ± 0.038 g, mean ± SD) were detected in all mice in the MCF/PNA-control group (*P *= 0.065, Mann-Whitney test). Both tumor weight and number showed that MCF/PNA-control cells formed larger tumors more rapidly (Figure 3a, c) than MCF/PNA-antimiR-21 cells in nude mice. PNA-antimiR-21 reduced *miR-21 *expression by 5.72 log_2_-scale in MCF-7 cells 48 h post-treatment compared with that in the control (*P *< 0.01). *miR-21 *expression in xenograft tumors of PNA-antimiR-21 group was 0.96 log_2_-scale higher than that of the control group (*P *< 0.05; Figure 3e). Notably, MCF/PNA-antimiR-21 tumor cells were decreased in mitotic and pathological mitotic stages compared with MCF/PNA-control cells, indicating a decreased in cell proliferative activity and apoptosis (Figure 3d).

**Figure 3:**
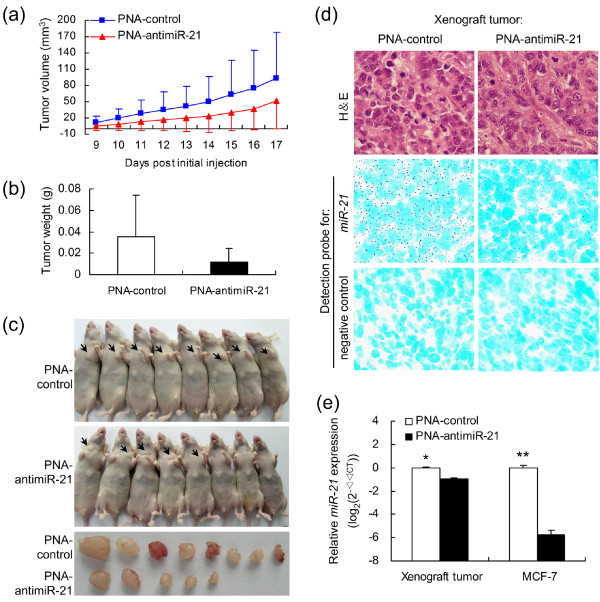
**Effect of miR-21-knockdown on MCF-7 cells growth in nude mice: *in vivo *functional studies**. MCF-7 cells (10^7 ^cells/tumor), treated with PNA-antimiR-21 or PNA-control (100 nM for 48 h) without transfection reagents, were injected subcutaneously into the left axilla of nude mice. **(a) **Growth curves for MCF/PNA-antimiR-21 (*n *= 5) vs. MCF/PNA-control (*n *= 8) cells in an *in vivo *proliferation assay. All *P-*values > 0.05. **(b) **Tumors were weighed after animals were killed at 17 days post-tumor-cell injection. Decreasing trend for both number and size of tumors from MCF/PNA-antimiR-21 compared with MCF/PNA-control group, although differences were not significant (*P *= 0.065, Mann-Whitney test). **(c) **Mice and tumors extracted from MCF/PNA-antimiR-21 and MCF/PNA-control groups. **(d) **Representative photomicrographs of CISH for *miR-21 *on xenograft tumor sections obtained from mice bearing MCF/PNA-antimiR-21 or MCF/PNA-control groups (× 400). **(e) **qRT-PCR analysis of *miR-21 *expression in MCF-7 cells 48 h post PNA-treatment and in xenograft tumors after mice sacrifice. Data in (a), (b) and (e) indicate the mean + SD. * *P *< 0.05, ** *P *< 0.01. PNA, peptide nucleic acid.

### Identification of potential *miR-21 *targets

It is known that animal miRNAs regulate gene expression by inhibiting translation and/or by inducing degradation of target. 

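Gene expression after knockdown of miR-21 was profiled on oligonucleotide arrays in MCF-7, an estrogen receptor-positive breast cancer cell line, and MDA-MB-231, a breast cancer cell line that lacks the receptor. Cells were transfected at 50 nM with LNA-antimiR-21, a locked nucleic acid oligonucleotide that binds and blocks miR-21, or with LNA-control, and RNA was taken 48 h later from MCF-7 cells and 36 h later from MDA-MB-231 cells. Each cell line was measured on 1 array, on which the RNA of LNA-antimiR-21 cells was labelled with Cy3 and that of LNA-control cells with Cy5. No array had the dyes the other way round, so a dye effect of a spot adds to its ratio in both cell lines. With 1 array per cell line there was no replicate within a cell line, and the ratios are given with no standard error and no p-value. The number of arrays limits the precision. The values used here are the authors' log2 ratios of 23232 spots, with a value for every spot on both arrays. The median log2 ratio was -0.01 in MCF-7 and -0.01 in MDA-MB-231, and the robust SD (from the median absolute deviation) was 0.30 and 0.28 on the log2 scale. The paper cites a reference for its normalization and filtering and does not describe them in its text, which gives only a rule for marking a ratio as of marginal signal intensity. Every spot has a ratio, so no removal of spots is visible here, and none was made. The table of ratios gives no gene for a spot. Its scale and direction were taken from the paper's Table 2: each of its 27 pairs of folds was found in the table as a log2 ratio of LNA-antimiR-21 over LNA-control, to within a fold of 0.0051 in both cell lines. With the sign turned 8 of the pairs were found, and with natural logarithms 16. For 17 of the 27 genes the pair of folds stood at a single spot, and values are given for those spots only; since the spots were found by their values, their folds equal those of Table 2 by construction. In the order of the table, 14 spots were taken to recur in each of 48 blocks (672 spots in all), because on both arrays their median ratio lay away from 0 or their spread over the blocks was small; the ratio of some, such as column 6 of the first row, still varied widely between blocks. The sources used here do not say what these spots are or how the array was laid out, so the rows and columns of a block are assumed. Across the 48 blocks, the robust SD of a repeated spot on the log2 scale was 0.12 in MCF-7 and 0.14 in MDA-MB-231 (median of the 14), which covers differences within an array and not between transfections, and is no measure of error for other spots, since these were picked partly for a small spread.

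**Figure D1:**
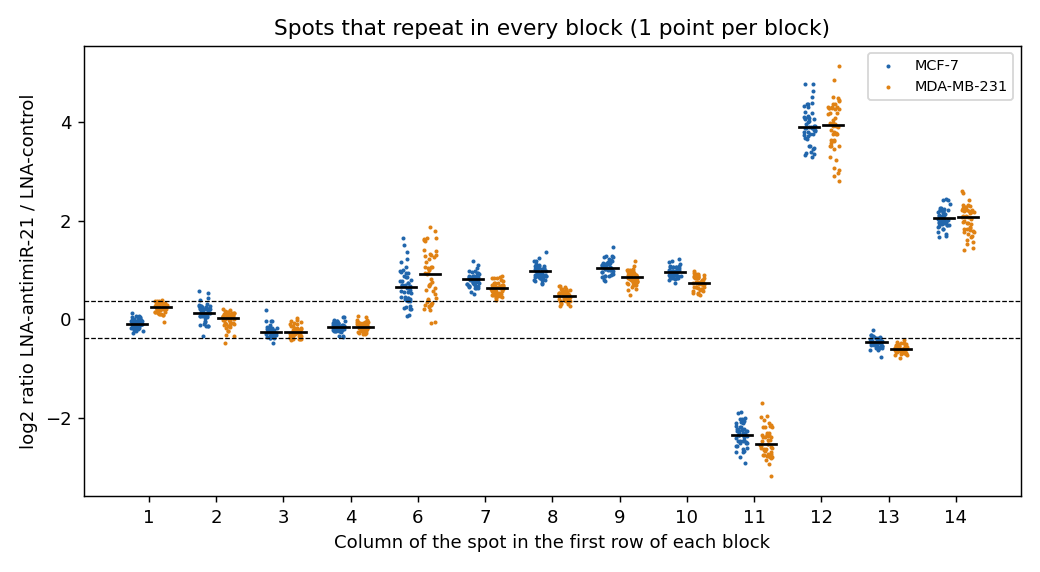
Log2 ratio of LNA-antimiR-21 over LNA-control (vertical axis) for 13 of the 14 repeated spots, by column in the first row of each block (horizontal axis). Each point is 1 of the 48 blocks on the MCF-7 (blue) or MDA-MB-231 (orange) array, the black bars are medians and the dashed lines mark 1.3-fold; the spot of column 5, with medians of 10.08 and 9.54, is left out. The ratio of column 12 had medians of 3.90 and 3.94, and that of column 11 had medians of -2.34 and -2.53.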

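Of the 34 ratios at the 17 spots that carry the folds of a gene in Table 2 (1 in each cell line), 33 were under 2-fold. The exception was ANKRD46, an ankyrin repeat protein gene, in MDA-MB-231 cells. This count restates the folds of Table 2, by which the spots were found. Over the whole array, 5693 spots in MCF-7 differed by at least 1.3-fold between LNA-antimiR-21 and LNA-control cells, and 4511 of these (79.2%; exact 95% interval 78.2 to 80.3%) differed by less than 2-fold. In MDA-MB-231 the share was 78.9% (77.8 to 80.0%), or 4118 of 5217 spots. At least 2-fold differences were seen at 1182 spots in MCF-7 and 1099 in MDA-MB-231. When the 672 repeated spots were left out, the shares under 2-fold were 82.5% and 81.4%. The intervals cover the counting of spots only.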

In our study, most modulated genes in the mRNA differential expression profiles changed by less than two-fold. Since mRNA levels regulated by less than two-fold may still be miRNA targets, we defined differentially expressed genes as no less than 1.3-fold change [31]. 

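All 17 spots with the folds of a Table 2 gene were at least 1.3-fold changed in both cell lines, among them those of ANKRD46 and of ACTN4, which encodes an actin cross-linking protein; the table lists genes by this threshold. A difference of 1.3-fold is 0.38 on the log2 scale. How often a spot passed it depended on its place in the table: leaving out repeated spots, 9.11% of those in the first row of a block passed in MCF-7 and 12.5% in MDA-MB-231, against 47.2% and 46.9% in row 22. The robust SD of a repeated spot over the blocks ranged from 0.08 to 0.73 in MCF-7 and from 0.08 to 1.39 in MDA-MB-231. Of the 14 repeated spots, 4 had medians within 1.3-fold of equal signal on both arrays. The repeated spots all lie in the first row of a block and were picked partly for a small spread, so their spread does not give the error of a gene's spot in another row.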

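In MCF-7 cells, the spot with the folds of ACTN4 had a log2 ratio of 0.81 (LNA-antimiR-21 over LNA-control). NR0B1, which encodes an orphan nuclear receptor that represses transcription, had 0.68, and HIRA, which encodes a chaperone of histone H3.3, had 0.56. Lower in LNA-antimiR-21 cells were PRKCI, an atypical protein kinase C gene, at -0.52, and CCNE1, which encodes the cyclin E1 that drives entry into S phase, at -0.45. Over the array of 23232 spots, 2808 were at least 1.3-fold higher and 2885 at least 1.3-fold lower in LNA-antimiR-21 cells, so that 49.3% of the changed spots were higher. Together they made up 24.5% of all spots. Without the repeated spots, 2429 were higher and 2793 lower. The balance turned when each array was centred on its median, with 2966 higher and 2720 lower (52.2% higher), and at a threshold of 1.5-fold 51.8% were higher. These are counts of spots, not of genes. HIRA lay 1.95 robust SDs from 0. That robust SD (0.29) was taken over all rows of a block, without the repeated spots. Of the 22560 spots that do not repeat, 1216 were at least as high in MCF-7.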

Comparative analysis of LNA-antimiR-21 and LNA-control mRNA profiles showed differential regulation of 394 genes in MCF/LNA-antimiR-21, of which 228 (58%) were up-regulated and 166 (42%) were down-regulated. 321 genes were differentially expressed in MDA/LNA-antimiR-21 cells, of which 190 (59%) were up-regulated, and 131 (41%) down-regulated (Figure 4a). 

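The spot with the folds of PLXNA1, a gene for a semaphorin receptor, had a log2 ratio of 0.65 in MDA-MB-231 cells. ACTN4 had 0.63 there, GBF1, which encodes an exchange factor for Arf GTPases at the Golgi, 0.59, and AP2B1, a subunit gene of the clathrin adaptor AP-2, 0.54. DCAMKL1 (now DCLK1), which encodes a microtubule-associated kinase, was lower at -0.54, as was CCNE1 at -0.48. In all, 2737 spots were at least 1.3-fold higher in LNA-antimiR-21 cells and 2480 at least 1.3-fold lower, or 22.5% of the array, and 52.5% of them were higher. Leaving out the repeated spots gave 2372 higher and 2377 lower. PLXNA1 lay 2.42 robust SDs from 0, with the robust SD (0.27) taken over all rows of a block, without the repeated spots. At least as high in this cell line were 954 spots that do not repeat. The 2 cell lines were sampled at different times after transfection, so time and cell line cannot be told apart.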

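The 17 spots that carry the folds of a Table 2 gene included 13 that were higher in LNA-antimiR-21 cells of both cell lines, among them ANKRD46, ACTN4, NR0B1, HIRA and EIF4A2, and 4 that were lower in both, PRKCI, CCNE1, DCAMKL1 and FAM110D. Over all spots, 918 were at least 1.3-fold higher in both cell lines and 696 were at least 1.3-fold lower in both, 1614 in the same direction. Independent lists of these lengths would share 331 and 308 spots. A further 821 spots differed in opposite directions, against 640 for independent lists; 373 of these were higher in MCF-7 and lower in MDA-MB-231, and 448 the reverse. Without the repeated spots, 560 were higher in both and 606 lower in both. Across all spots, Pearson's r between the arrays was 0.578 and Spearman's rho 0.182. Without the repeated spots r was 0.0888 and rho 0.133. These correlations are across spots, which are not independent replicates.

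**Figure D2:**
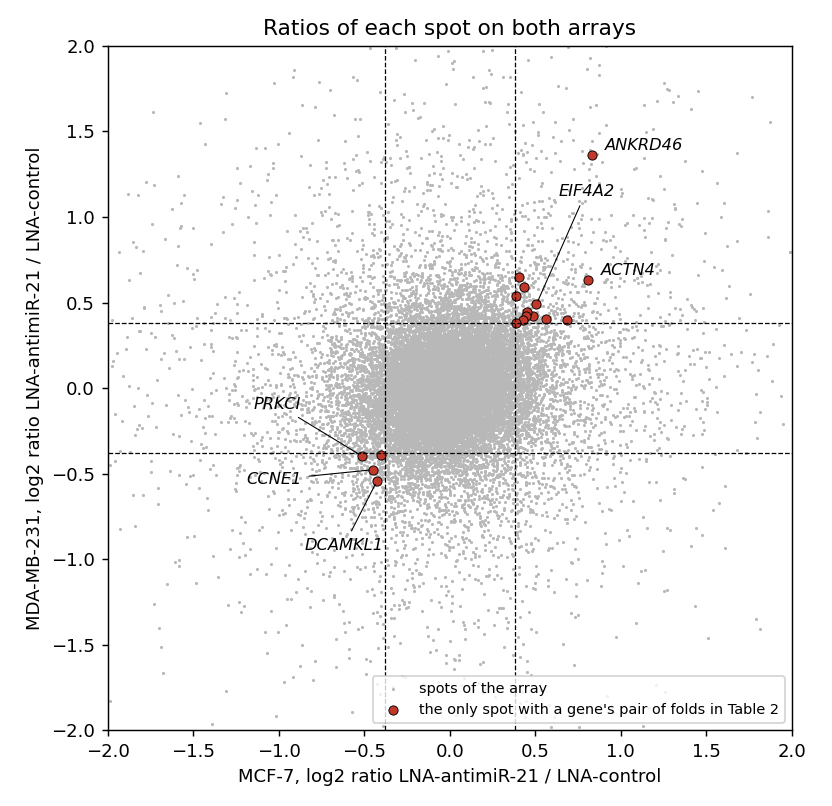
Log2 ratio of LNA-antimiR-21 over LNA-control in MCF-7 (horizontal axis) and MDA-MB-231 (vertical axis), 1 grey point for each spot that does not repeat. The red points are the 17 spots found by their folds in Table 2, dashed lines mark 1.3-fold, and 332 of the 22560 spots lie outside the axes; the 13 red points higher in both lines sit at the top right and the 4 lower in both at the bottom left, all at or past the dashed lines.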

The intersection of MCF/LNA-antimiR-21 and MDA/LNA-antimiR-21 consisted of 27 genes (18 up- and 9 down-regulated; Figure 4b and Table 2).

**Figure 4:**
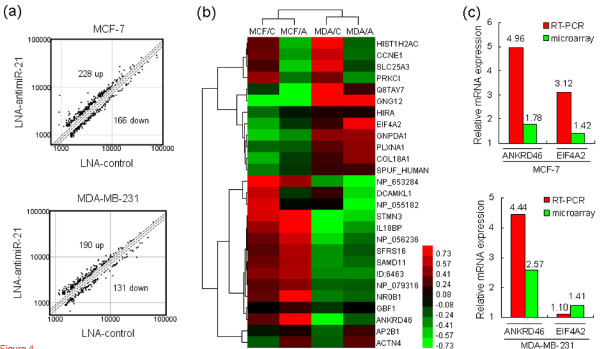
**mRNA profiling of miR-21-knockdown BC cell lines**. MCF-7 and MDA-MB-231 cells were transfected with 50 nM LNA-antimiR-21 or LNA-control. Total RNAs were isolated from MCF-7 cells 48 h post transfection and from MDA-MB-231 cells 36 h post transfection, respectively, and were hybridized to the human genome oligo array V1.0 (CapitalBio, China). **(a) **The scatter plot shows the LNA-antimiR-21 expression values normalized to LNA-control values, applying a cut-off of 1.3. Each dot represents one probe set. **(b) **Unsupervised hierarchical cluster analysis of intersection of mRNAs differentially expressed in MCF-7 and MDA-MB-231 cells upon LNA-antimiR-21 treatment. Rows, mRNAs; columns, biological samples. For each mRNA, red is expression higher than average expression across all samples, green is expression lower than average. **(c) **Validation of microarray results by qRT-PCR, normalizing on *GAPDH *RNA levels. MCF/A, MCF/LNA-antimiR-21; MCF/C, MCF/LNA-control; MDA/A, MDA/LNA-antimiR-21, MDA/C, MDA/LNA-control.

**Table 2:** Regulated mRNAs in BC cells after *miR-21 *knockdown determined by oligo array

				Fold change		
					
Gene Name	NCBI accession number	Genbank accession number	Description	MCF-7	MDA-MB-231	Prediction program
***ANKRD46***	**NM_198401**	U79297, BC035087	**ankyrin repeat domain 46**	**1.78**	**2.57**^**#**^	**miRBase Targets V5**
*ACTN4*	NM_004924	BC005033	Alpha-actin 4 (F-actin cross linking protein)	1.75	1.55	
*NR0B1*	NM_000475	S74720	Nuclear receptor 0B1 (Nuclear receptor DAX-1)	1.60	1.32	
*HIRA*	NM_003325	BC039835, X89887	HIRA protein	1.48	1.32	
*COL18A1*	NM_030582, NM_130444, NM_130445	AF018081	Collagen alpha 1(XVIII) chain precursor	1.43	1.35	
*SAMD11*	NM_152486	BC024295, AK054643	sterile alpha motif domain containing 11	1.42	1.34	
***EIF4A2***	**NM_001967**	AL117412	**Eukaryotic initiation factor 4A-II**	**1.42**	**1.41**	**miRNAMap**
*SFRS16*	NM_007056	AF042800, AK094681	Splicing factor, arginine/serine-rich 16	1.40	1.34	
*NP_079316*	-	BC004930	zinc finger protein 614	1.37	1.36	
*IL18BP*	NM_173043, NM_005699, NM_173042	AF110801	Interleukin-18 binding protein precursor	1.36	1.34	
*GBF1*	NM_004193	AK025330, AF068755	Golgi-specific brefeldin A-resistance guanine nucleotide exchange factor 1	1.35	1.51	
*GNPDA1*	NM_005471	AJ002231	Glucosamine-6-phosphate isomerase	1.34	1.32	
*SPUF_HUMAN*	NM_013349	-	SPUF protein precursor	1.34	1.31	
*PLXNA1*	NM_032242	AK127254	plexin A1; plexin 1	1.32	1.57	
*STMN3*	NM_015894	AK094112	Stathmin 3 (SCG10-like protein)	1.32	1.47	
*NP_056236*	NM_015421	AK093383, AL080088	DKFZP564K2062 protein	1.31	1.33	
-	-	AK056473	-	1.31	1.30	
*AP2B1*	NM_001282	M34175	adaptor-related protein complex 2, beta 1 subunit	1.31	1.45	
*HIST1H2AC*	-	CR608156	Histone H2A.l (H2A/l)	-1.47	-1.67	
*PRKCI*	NM_002740	L33881, BC042405, BC022016	Protein kinase C, iota type	-1.43	-1.32	
*SLC25A3*	NM_002635, NM_213611, NM_213612, NM_005888	BX647062, AK057575	Phosphate carrier protein, mitochondrial precursor (PTP)	-1.39	-1.39	
*CCNE1*	NM_057182, NM_001238	M74093, BC035498	G1/S-specific cyclin E1	-1.37	-1.39	
*DCAMKL1*	NM_004734	AB002367	Serine/threonine-protein kinase DCAMKL1	-1.34	-1.46	
*GNG12*	NM_018841	AL832431	Guanine nucleotide-binding protein G(I)/G(S)/G(O) gamma-12 subunit	-1.32	-1.40	Miranda
*Q8TAY7*	NM_024869	BC025658	hypothetical protein FLJ14050	-1.32	-1.31	
*NP_653284*	NM_144683	BC015582	hypothetical protein MGC23280	-1.31	-1.35	
*NP_055182*	NM_014367	-	growth and transformation-dependent protein	-1.30	-1.34	

Fold-regulation of mRNAs affected by *miR-21 *knockdown compared with control-transfected cells (MCF-7 and MDA-MB-231) at indicated time points. Fold-changes for all mRNAs are derived from a single microarray experiment, with two relevant genes confirmed by qRT-PCR (Figure 4B). Shown are mRNAs changing by at least 1.3-fold in both cell lines. Genes in bold were selected for candidate gene analyses by qRT-PCR.; ^# ^marginal signal intensity; NCBI, National Center for Biotechnology Information; GB, GenBank.

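Of the 18 up-regulated genes of the table, 13 had a pair of folds found at a single spot, and of the 9 down-regulated genes 4 did. SFRS16 (now CLASRP), which encodes a protein with a domain of splicing factors, had log2 ratios of 0.49 in MCF-7 and 0.42 in MDA-MB-231. IL18BP, whose product binds and blocks interleukin-18, had 0.45 and 0.42. GNPDA1, a glucosamine-6-phosphate deaminase gene, had 0.43 in MCF-7 and 0.40 in MDA-MB-231. The transcript that the table lists without a gene name had 0.39 and 0.38, close to the threshold in both lines. Among the down-regulated genes, FAM110D, listed under a protein identifier, had -0.40 and -0.39. ACTN4 stood further out: 133 of the 22560 spots that do not repeat were at least as high in both cell lines. For GBF1 that number was 316, for CCNE1 377 spots were at least as low in both, and for FAM110D 549. COL18A1, SAMD11, STMN3, SLC25A3, HIST1H2AC (now H2AC6) and GNG12 are among the 10 genes whose pair of folds stood at 2 spots, so no spot was assigned to them. Chance alone gave 10.8 spots over all 27 pairs, and 37 were found. For a single pair, the number expected by chance ranged from 0.015 for ANKRD46 to 0.82 for FAM110D, which lies near the threshold. Current names are from the RefSeq annotation of GRCh38.p14, in which 25 of the 27 genes were matched; the table of ratios names no genome build, and no positions are given.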

To further screen potential direct targets, we compared the 27 candidate mRNAs with *miR-21 *targets predicted by TargetScan 5.1, miRBase Targets V.5, miRNAMap 2.0, PicTar and miRanda 3.0. Of the 27 mRNAs, 3 were recognized by the algorithms (Table 2). 

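At the only spot with its pair of folds, ANKRD46 was higher in LNA-antimiR-21 cells by a log2 ratio of 0.83 in MCF-7 and 1.36 in MDA-MB-231. These values lie 2.88 and 5.06 robust SDs from 0, with the robust SDs in this paragraph taken without the repeated spots (0.29 and 0.27). They are taken over all rows of a block, although the share of spots past 1.3-fold differed between rows. Of the 22560 spots that do not repeat, 568 were at least as high in MCF-7, 212 in MDA-MB-231 and 35 in both. The paper marks the ANKRD46 ratio in MDA-MB-231 as one of marginal signal intensity. EIF4A2, which encodes an RNA helicase of translation initiation, had log2 ratios of 0.51 in MCF-7 and 0.49 in MDA-MB-231, or 1.75 and 1.82 robust SDs. At least as high were 1474 spots in MCF-7, 1560 in MDA-MB-231 and 315 in both. Of the 27 genes of Table 2, 3 carry a predicted site; the other one, GNG12, is listed as lower in both cell lines, and its folds stood at 2 spots. Without replicate arrays of a cell line, neither ratio could be set against the variation between transfections of that line. The paper reasons that a target of miR-21 should rise when miR-21 is blocked, and on this ground takes forward the predicted genes that were higher in both cell lines.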

Because *miR-21 *targets are expected to up-regulated for the LNA-antimiR-21 samples, *ANKRD46 *and *EIF4A2*, the two up-regulated genes upon *miR-21 *knockdown in the two cell lines and predicted by target prediction programs, were selected for further investigation.

### *miR-21 *directly targets *ANKRD46 *in BC cells

The microarrays were validated by qRT-PCR assay. Consistent with the microarray results, qRT-PCR showed increased *ANKRD46 *and *EIF4A2 *mRNA levels in MCF-7 and MDA-MB-231 cell lines upon *miR-21 *inhibition, although the increase of *EIF4A2 *in MDA/LNA-antimiR-21 cells was relatively modest (Figure 4c). To determine whether *miR-21 *affects the expression of the potential endogenous target genes, we transfected MCF-7 and MDA-MB-231 cells with LNA-antimiR-21 or LNA-control. Western bolt showed that LNA-antimiR-21 led to up-regulation of endogenous ANKRD46 in both MCF-7 (*P *= 0.005) and MDA-MB-231 cells (*P *= 0.004), but no significant up-regulation of EIF4A2 protein (Figure 5c).

**Figure 5:**
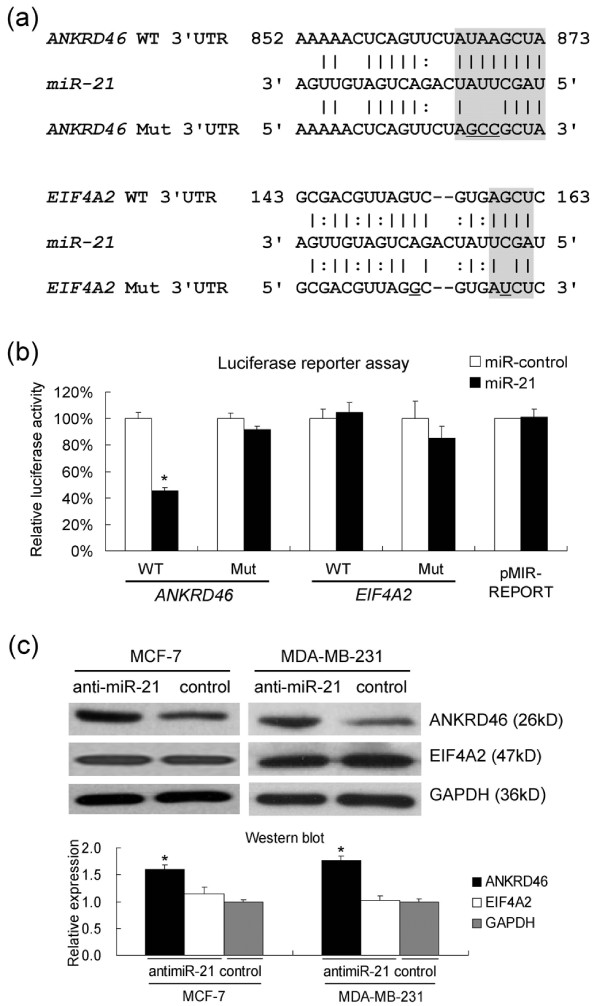
***ANKRD46 *is a direct target of *miR-21 *in BC cell lines**. **(a) **Predicted alignment of *miR-21 *with the target site derived from *ANKRD46 *and *EIF4A2 *3' UTR, determined with the software miRBase Targets V5 and miRNAMap, respectively. Note the seed matches at the 5' end of *miR-21 *(grey boxes) and the mutated nucleotides (underlined). **(b) **Luciferase assays show that *miR-21 *directly repress *ANKRD46 *mRNAs through 3' UTR interactions. Part of the 3' UTRs of wild-type *ANKRD46 *(478-bp length) and *EIF4A2 *(194-bp length), or the mutations were cloned into pMIR-REPORT vector (Applied Biosystems), downstream of luciferase. These vectors were then cotransfected with synthetic *miR-21 *(*pre-miR-21*) or miR-control in 293T cells, and luciferase activity was quantified. The graph shows the percentage of remaining luciferase activity calculated by normalizing the *miR-21 *expression values on the miR-control values. **(c) **Western blot to assay ANKRD46 and EIF4A2 after *miR-21 *knockdown, with GAPDH as equal loading control, followed by densitometric analysis. Cells were treated and harvested as described in Figure 4b. Data in **(b) **and **(c) **are mean + SD (*n *= 3). * *P *< 0.05. WT, wild-type; Mut, mutant.

We further tested whether *miR-21 *could directly repress the identified mRNA targets through 3' UTR interactions (Figure 5a). Thus, the full-length 3' UTRs of the human genes *ANKRD46 *and *EIF4A2 *were cloned into the downstream of the luciferase gene (pMIR-REPORT), respectively. These vectors were then used to assess whether *miR-21 *could repress luciferase activity in 293T cells. *ANKRD46 *3' UTR showed a reduction to 54.8% of total luciferase reporter activity, in presence of *miR-21*, but *EIF4A2 *3' UTR did not display significant reduction of luciferase levels, compared with the miR-control (Figure 5b). These results suggest that *miR-21 *directly targets *ANKRD46 *in BC cells.

### *miR-21 *and EIF4A2 proteins are inversely expressed in resected patient tumors *in vivo*

We examined ANKRD46 [NCBI: NP940683] and EIF4A2 [NCBI: NP001958] protein levels by IHC on TMAs constructed by the BC cases described in Materials and Methods. EIF4A2 was found in the cytoplasm, and ANKRD46 was seen in both the cytoplasm and nucleus (Figure 6a). ANKRD46 low expression was found in 47.5% (staining score < 4; media*n *= 4); EIF4A2 low expression was found in 21.2% (staining score < 7; median = 7) of the 99 BC cases. Next, we investigated the negative regulation of endogenous EIF4A2 and ANKRD46 protein by endogenous *miR-21 in vivo*. In 99 successfully tested cases out of 113, endogenous *miR-21 *and EIF4A2 protein levels were inversely expressed in resected patient tumors (r_s _= -0.283, *n *= 99, *P *= 0.005, Spearman's correlation analysis). However, no significant association between *miR-21 *and ANKRD46 (*P *= 0.181, Spearman's correlation analysis) was observed.

**Figure 6:**
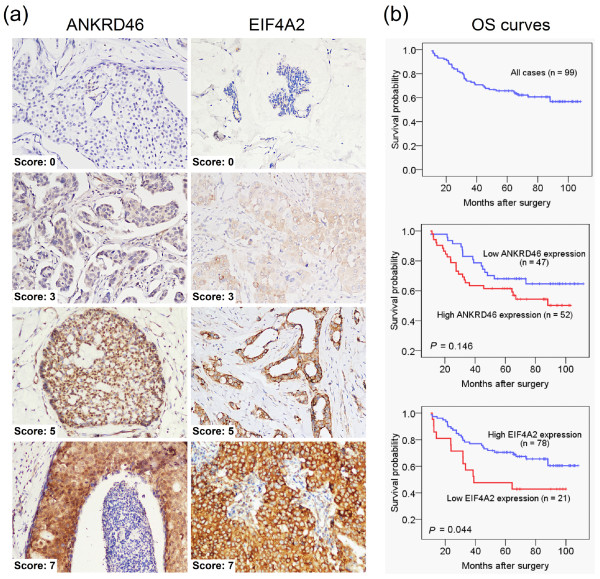
**EIF4A2 or ANKRD46 expression and survival in BC patients**. **(a) **Representative TMAs sections stained for ANKRD46 and EIF4A2 from different BC. Examples for staining score 0 (negative), 3, 5 and 7 of marker expression are shown. All images were taken at × 200. **(b) **Kaplan-Meier survival curve and log-rank test for 99 BC patients showing five-year overall survival. ANKRD46 expression had no significant relationship to patient survival (*P *= 0.146). High EIF4A2 expression was associated with significantly improved OS (*P *= 0.044) in women with BC. TMAs, tissue microarrays; OS, overall survival.

### Correlation of ANKRD46 and EIF4A2 expression with BC clinicopathological features and prognosis

Using Pearson's Chi-Square test, we found that, in BC tissues, IF4A2 protein correlated with CerbB2 status (*P *= 0.019), and ANKRD46 protein correlated with ER (*P *= 0.021) and PR (*P *= 0.001, Table 3). No significant correlation was observed between EIF4A2, ANKRD46, or other parameters. The five-year overall survival rate of the 99 BC patients was 59.60% (Figure 6b). The five-year survival rate in patients with high EIF4A2 protein level was 64.10% (*n *= 78), significantly higher than those with a low EIF4A2 protein level (42.86%, *n *= 21; *P *= 0.044, log-rank test; Figure 6b). The five-year survival rate in patients with high ANKRD46 protein was 53.85% (*n *= 52), which was not statistically different from those with low ANKRD46 protein (65.96%, *n *= 47; *P *= 0.146, log-rank test; Figure 6b).

**Table 3:** Correlation between target gene protein levels and clinicopathological parameters of 99 BC cases

Variable	EIF4A2			ANKRD46		
		
	Low (*n *= 21)	High (*n *= 78)	P*	Low (*n *= 47)	High (*n *= 52)	P*
Age (years)						
< 48	8	39	0.332	23	24	0.782
≥ 48	13	39		24	28	
Pathologic grade						
I	2	20	0.115	14	10	0.221
II, III	19	58		33	42	
Clinical stage**						
I, II	15	61	0.514	41	37	0.051
III	6	17		6	15	
Lymph node status						
Metastasis	14	43	0.342	23	34	0.098
No Metastasis	7	35		24	18	
ER status						
Negative	12	36	0.371	18	32	0.021
Positive	9	42		29	20	
PR status						
Negative	11	28	0.170	11	29	0.001
Positive	10	50		36	23	
CerbB2 status						
0,1+	17	41	0.019	29	18	0.832
2+,3+	4	37		31	21	

*Two-sided Pearson Chi-Square Test; ** there were no stage IV patients because all the cases selected were surgical patients without neoadjuvant therapy to avoid the effect of the preoperative radiotherapy and/or chemotherapy on miRNAs; EIF4A2, eukaryotic translation initiation factor 4A2 protein; ANKRD46, ankyrin repeat domain 46 protein; ER, estrogen receptor; PR, progesterone receptor; CerbB2, v-erb-b2 erythroblastic leukaemia viral oncogene homolog 2 receptors.

## Discussion

*miR-21 *is a key molecule in a wide range of cancers, and identifying its functional role in BC has direct clinical implications. We show here that knockdown of *miR-21 *suppresses cell growth and proliferation of MCF-7 cells *in vitro*, and suppresses MCF-7 xenograft growth. This result is consistent with the findings of Si *et al*. [9]. Interestingly, our study suggests that LNA-antimiR-21 also suppresses the growth and proliferation of MDA-MB-231 *in vitro*, in contrast to a recent report that found no effect of LNA-antimiR-21 on the growth of MDA-MB-231 *in vitro *or *in vivo*, although anti-miR-21-treated tumors were slightly smaller than control tumors [10]. One possibility could be differences in transfection efficiency, or miRNA ASO potency. Our results suggest that, as an oncomir, *miR-21 *also affects cell migration.

MCF-7 cells are hormone-sensitive and difficult to culture *in vivo*. Therefore, we used 17-estradiol to facilitate MCF-7 cells growth in nude mice, which is a common technique. Recently, estradiol was shown to down-regulate *miR-21 *expression in MCF-7 cells [32], although another study found estradiol-mediated up-regulation of *miR-21 *in MCF-7 cells [33]. In our study, the *miR-21 *knockdown effect was reduced from 5.72 log_2_-scale reduction before cell injection to 0.96 log_2_-scale reduction after mice sacrifice. Based on our results, we propose that estradiol reduced differences in *miR-21 *level between MCF/PNA-antimiR-21 and MCF/PNA-control cells, which would explain, in part, why differences in tumor weight between the two groups were not significance (*P *= 0.065). Nonetheless, treatment with anti-miR-21 reduced MCF-7 xenograft growth by approximately 68% for up to nine days. *In vivo *results suggested that the PNA-based *miR-21 *inhibitor had a subtle yet reproducible inhibitory effect on tumor growth. MCF-7 xenograft tumor sections demonstrated that *miR-21 *inhibition induced apoptosis of MCF-7 cells, confirming a previous study [9]. We also showed that miRNA inhibition can be achieved without transfection or electroporation of human BC cell lines, highlighting the potential of PNA for future therapeutic applications.

ANKRD46, also known as ankyrin repeat small protein (ANK-S), is a 228-amino acid single-pass membrane protein, of unclear function. For the first time, we identify *miR-21 *as an important regulator of *ANKRD46 *mRNA and protein levels in BC cells. Our data showed that *miR-21 *directly interacted with the *ANKRD46 *3' UTR and inhibited *ANKRD46 *expression, though there was no significant association between *miR-21 *and ANKRD46 in resected patient tumors. This discrepancy may be due to three reasons. First, the artificial luciferase reporter assays do not fully recapitulate miRNA regulation *in vivo *[34]; second, the expression of ANKRD46 protein in patient tumors reflected specific time-point feature, which maybe different to the *in vitro *subsequent increase of ANKRD46 protein at the time point of observation (the indicated hours after transfection); third, immunohistochemistry (IHC) is conventional a semi-quantitative method with relatively limited sensitivity. IHC may not be sensitive enough to observe the down-regulation of *ANKRD46 *by *miR*-21. Functional study of *ANKRD46 *is required in the future to determine weather *ANKRD46 *is a functional target of *miR-21 *in BC progression as demonstrated in this study.

*EIF4A2*, an ATP-dependent RNA helicase, is expressed widely in human tissues [35]. In this study, we found that *miR-21 *and EIF4A2 protein were inversely expressed in resected BC patient tumors. But we did not find *miR-21 *binding sites in the *EIF4A2 *3' UTR and found no significant increase of EIF4A2 protein upon *miR-21 *knockdown in MCF-7 and MDA-MB-231 cells, although *EIF4A2 *mRNA increased after anti-miR-21 transfection. Taken together, the data reported here suggest that there maybe unknown indirect interactions between *miR-21 *and *EIF4A2 *in BC progression. In adult mice, the expression of the two EIF4A isoforms is dependent on cell growth status, with EIF4A1 expressed in all tissues, while EIF4A2 is expressed only in tissues with a low rate of cell proliferation [36], indicating an anti-proliferative effect for EIF4A2. We for the first time revealed that low EIF4A2 expression correlated with low ERBB2 expression and poor survival of BC patients, suggesting its possible functional role in BC and urging further investigation.

## Conclusions

We demonstrate that MCF-7 and MDA-MB-231 cells transfected with anti-miR-21 show growth inhibition *in vitro *and *in vivo*, as well as cell migration *in vitro*. In addition, *ANKRD46 *is newly identified as a direct target of *miR-21 *in BC. These results suggest that *miR-21 *inhibitory strategies using PNA-antimiR-21 may have potential for therapeutic applications in BC treatment.

## Abbreviations

3' UTR: 3' untranslated region; AJCC: American Joint Committee on Cancer; ANK-S: ankyrin repeat small protein; ASOs: antisense oligonucleotides; BC: breast cancer; CerbB2: v-erb-b2 erythroblastic leukaemia viral oncogene homolog 2 receptors; CISH: chromogenic *in situ *hybridization; DAPI: 4',6-diamidino-2-phenylindole; EIF4A2: eukaryotic initiation factor 4A: isoform 2; ER: estrogen receptor; F: forward primer; FA: fibroadenoma; FISH: fluorescein *in situ *hybridization; FITC: fluorescein isothiocyanate; GEO: Gene Expression Omnibus; IHC: immunohistochemistry; L: length; LNA: Locked nucleic acid; miRNAs: microRNAs; MTT: 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide; Mut: mutation; NATs: normal adjacent tissues; NBT/BCIP: nitro blue tetrazolium/5-bromo-4-chloro-3-indolyl phosphate; NCBI: National Center for Biotechnology Information; OS: overall survival; PNAs: peptide nucleic acids; PR: progesterone receptor; qRT-PCR: quantitative reverse transcription-polymerase chain reaction; R: reverse primer; RQ: relative quantification; RT: reverse transcription primer; SABC-AP: alkaline phosphatase-conjugated strept-avidin-biotin complex; SD: standard deviation: SYSUCC: Sun Yat-sen University Cancer Center; TMAs: tissue microrrays; TNM: tumor-lymph node-metastasis; W: width; WT: wild-type.

## Competing interests

Miss Li Xu Yan and Mrs Yan Zhang are doctoral degree candidates; Miss Qi Nian Wu and Mrs Yang Yang Li are master's degree candidates at SYSUCC. Mr Ding Zhun Liao, Mr Jing Hui Hou and Mrs Jia Fu are technicians at SYSUCC. Dr Mu-Sheng Zeng, Jing Ping Yun, Qiu Liang Wu and Yi Xin Zeng are Professors at SYSUCC. Dr Shao is a Professor and Vice Director at Department of Pathology of SYSUCC. The authors declare that they have not received any reimbursements, fees, funding, or salary, nor hold any stocks or shares in an organization that may in any way gain or lose financially from the publication of this manuscript, either now or in the future. The authors do not hold or are not currently applying for any patents relating to the content of the manuscript. The authors declare that they do not have any other financial or non-financial competing interests.

## Authors' contributions

LXY, QNW and YZ carried out the substantial experiment work and drafted the manuscript. JYS designed and financially supported the study. QNW and DZL were responsible for patient samples and tissue array construction. JHH and JF supported the immunohistochemistry. YYL carried out the luciferase reporter assay. JPY, MSZ, QLW and YXZ helped carry out the research design and critically reviewed the final version of the manuscript for submission. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Word document containing the protocol of LNA-based CISH and FISH for miRNA in the present study**. Click here for file

Additional file 2 **Excel file containing a table listing RT and PCR primers for *miR-21 *and putative target genes**. Click here for file

Additional file 3 **PDF file comprising a figure showing the expression of *miR-21 *in human BC tissues and FA tissues by FISH**. Positive *in situ *hybridization signals are green (FITC). *miR-21 *expression levels in BC tissues are much higher than that in corresponding NATs. Click here for file

Additional file 4 **PDF file comprising a figure showing relative *miR-21 *induction by LNA-antimiR in BC cells**. Relative *miR-21 *induction in LNA-antimiR-21 transfected MCF-7 **(a) **and MDA-MB-231 cells **(b)**. Cells were transfected either with LNA-antimiR-21 or with LNA-control using Lipofectamine 2000 (Invitrogen) at indicated doses, and harvested at 12 h, 24 h, 36 h, 48 h, 60 h and 72 h, respectively. Total RNAs were isolated to quantify *miR-21 *expression by relative qRT-PCR, normalizing on *U6 RNA *levels. The graph shows a log_2_-scale RQ calculated by normalizing the *miR-21 *expression values in the LNA-antimiR-21 transfected cells on that in the LNA-control independently for each time point and dose. 50 nM LNA reagents at 48 h for MCF-7 and 50 nM at 36 h for MDA-MB-231 cells showed the best inhibition effects. Data indicate the mean (+SD) of three independent transfection experiments. Click here for file

# Supplementary material for: Knockdown of miR-21 in human breast cancer cell lines inhibits proliferation, in vitro migration and in vivo tumor growth
**Source:** Breast Cancer Res. 2011 Jan 10;13(1):R2. doi: 10.1186/bcr2803
**Supplement:** Additional file 1 — Word document containing the protocol of LNA-based CISH and FISH for miRNA in the present study.

**Additional file 1**

**LNA-based CISH for miRNA.** LNA-modified oligonucleotide probe technology with a 3' fluorescein isothiocyanate (FITC) moiety (Exiqon A/S, Skelstedet, Vedbaek, Denmark) was combined with alkaline phosphatase-conjugated strept-avidin-biotin complex (SABC-AP) technology. Briefly, tissues were frozen in Tissue-Tek O.C.T. reagent (Sakura Finetechical Co.Ltd., Tokyo, Japan). Cryo-sections (8 µM) were fixed, acetylated and pre-hybridized in hybridization solution (50% formamide, 5×SSC, 0.5 mg/ml yeast tRNA, 1×Denhardt’s solution, DEPC-treated water) at 53°C. FITC-labeled miRNA LNA detection probe or scramble-miR as control (2.5 pmoles) was hybridized for 3 h at 53°C. After post-hybridization washing, slides were incubated with biotin-labeled anti-FITC (Sigma-Aldrich Corp, St. Louis, MO, USA) for 1 hour at 37°C. *In situ* hybridization signals were detected using the Enhanced Sensitive ISH Detection Kit (AP) (Boster, Wuhan, Hubei, China) followed by nitro blue tetrazolium/5-bromo-4-chloro-3-indolyl phosphate (NBT/BCIP) color reaction according to the manufacturer’s instructions. Methyl green was used to counterstain the nucleus. Slides were analyzed with an Olympus BX51 microscope equipped with a DP72 camera and DP2-BSW software (Olympus, Tokyo, Japan).

**LNA-based FISH for miRNA.** Cell suspensions (0.5 x 106, 200 µl) were loaded in each cuvette, centrifuged at 2000 rpm for 3 min, and proceed with immediate fixation. Cryo-section preparation and hybridization procedure was as described above. After post-hybridization washes, slides were incubated with anti-FITC/HRP antibody (DAKO, Glostrup, Denmark) for 1 hour at 37°C. *In situ* hybridization signals were detected using the tyramide signal amplification system (PerkinElmer, Waltham, MA, USA) according to the manufacturer’s instructions. Slides were mounted in Prolong Gold containing 4',6-diamidino-2-phenylindole (DAPI) (Invitrogen) and analyzed with an Olympus BX51 microscope equipped with a Jenoptik camera and VideoTesT-FISH 2.0 software (Olympus).

How the deposited data were processed for this re-analysis (not part of the article)

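MCF-7 and MDA-MB-231 cells were transfected with LNA-antimiR-21 or LNA-control at 50 nM, and their RNA was compared after 48 h and 36 h on 2-colour oligonucleotide arrays, 1 array per cell line. The authors deposited 1 log2 ratio per spot and array, for 23232 spots. The authors' preprocessing, normalization and filtering follow a reference that the paper cites and are not described in its text. The text gives only a rule, based on signal intensity, for marking a ratio as marginal. The background correction and normalization method are not given in the sources used here. No spot had a missing value, so no filtering of spots is visible in the deposited log2 ratios. No signals were used here, and the depth of a ratio (signal over background) is therefore unknown. The median log2 ratio of each array was close to 0 (-0.01 and -0.01), so the ratios appear centred, by a method the sources do not give. The number of columns with values of other samples was 0.

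The scale and the direction of the ratios were settled through the 27 pairs of folds in Table 2. All 27 pairs were found as powers of 2 with the sign as deposited, against 8 with the sign turned, 16 with natural logarithms and 13 with base-10 logarithms. Folds were taken to match within 0.0051. As a measure of chance, 219 pairs were made by joining the MCF-7 fold of one gene with the MDA-MB-231 fold of another, and 56 of them (25.6%) were found. In 17 genes the pair stood at 1 spot and in 10 at 2 spots; only the former were given values. A gene was thus tied to a spot by its value and not by an annotation, and its fold is no independent measurement of the paper's fold. Genes were renamed through the RefSeq annotation of GRCh38.p14 by accession (24) or older symbol (1).

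Spots were counted as changed at a fold of at least 1.3 in either direction, the paper's threshold. For each cell line the share under 2-fold was given with an exact Clopper-Pearson interval at 95%. Overlaps of the arrays were set beside the product of the list lengths divided by the number of spots, with Poisson 95% intervals on the counts. Pearson's r and Spearman's rho were computed across spots. Within a cell line, 1 array leaves no residual degree of freedom for a test. A test of the change shared by both arrays, with the cell lines taken as replicates and 1 residual degree of freedom, was not run, as the cell lines were sampled at different times and not as replicates of 1 condition. No p-value was computed. The robust SD is the median absolute deviation scaled to a normal distribution.

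The deposited table names no layout. Its 23232 rows were divided into 48 blocks of 22 rows and 22 columns. The division was inferred from the number of rows and from the first 14 positions of every block, which repeat. The repeats bear on the length of a block (484 positions). The split of a block into rows and columns, and the order of spots within it, were assumed. A position was called repeated where, on both arrays, its median over the blocks lay more than 5 standard errors from 0 or, again on both, its robust SD over the blocks was under 0.5 times that of the array; in 100 shuffled tables at most 1 position was picked. To remove a trend over neighbouring spots of this layout, the repeated spots were left out. The median of the spots within 2 rows and columns was then subtracted from the others. The repeated spots and the subtraction were chosen after seeing the data. The other alternatives (thresholds of 1.5-fold and 1.2-fold, rounding, centring, scaling) were set before the data were examined.

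The genes to be named had been fixed as those the paper names for the array, the highest and lowest named genes and members of fixed gene lists. With no gene assigned to a spot, only those of Table 2 could be given, and their folds had been seen in the paper. Gene lists, gene-level means and the search for miR-21 seed sites were not run. Counting, overlap and the search for repeated positions were tested on 20 simulated tables of 23232 spots: of 200 planted spots with a log2 ratio of 1 on both arrays, 100% were recovered, the same-direction over opposite-direction ratio was 1.01 without shared changes, and of 14 planted repeated positions 0 were missed. The planted log2 ratio lay far past the threshold of 0.38, so its recovery was close to certain and says nothing about spots near the threshold. Without planted spots, the simulated arrays shared only the noise level of a spot, so a same-direction over opposite-direction ratio close to 1 was fixed by construction. It checks the calculation and not the real arrays. The planted repeated positions had a small spread and medians away from 0. Some of the real ones have a wide spread or medians near 0, so the test does not cover them. Scripts ran in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.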

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

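The tests on repeated spots, on noisy spots, on neighbouring spots and on dyes were chosen only after the values were seen. A signal stood at spots that the paper does not discuss. Of the 14 spots that repeat in each of the 48 blocks, 7 passed 1.3-fold in the same direction in every block on both arrays. In 6 of them the ratio of LNA-antimiR-21 over LNA-control was higher and in 1 lower. As it is not known what these spots are, their ratios are not read as an effect of LNA-antimiR-21 on a gene. The largest was in column 5 of the first row of a block, with median log2 ratios of 10.08 in MCF-7 and 9.54 in MDA-MB-231. Without the 672 repeated spots, Pearson's r between the arrays was 0.0888, against 0.578 with them. They may be control spots with set amounts of RNA; no source used here says so, and this was not tested.

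More spots changed in the same direction in both cell lines than independent lists give. The repeated spots account for part of it and not for the whole: with them 1614 spots were shared, 2.53 times the number of independent lists, and without them 1166, 2.12 times (2.00 to 2.25). Taking the expected number within each row of a block lowered this to 1.78 times, so differences between rows account for a further part. Spots that are noisier on both arrays would add as many opposite as same-direction pairs. Opposite pairs were also in excess (1.49 times, 1.39 to 1.60), so noise may account for part. With the expected number taken within rows, their excess was 1.28 times. Same over opposite, each over its expected number over all spots, was 1.42 (1.30 to 1.55). The intervals in this paragraph treat spots as independent. Subtracting the median of neighbouring spots as well left the ratio of same over opposite at 1.34 (1.22 to 1.46). In the assumed layout, this argues against a trend over neighbouring spots as the whole cause. The places of the spots on the slide are not known, so a trend over the slide itself stays open. From the arrays, a response shared by the cell lines and a dye effect of each spot cannot be told apart for these 1166 spots, because LNA-antimiR-21 was in Cy3 on both. For ANKRD46 and EIF4A2, whose spots are among them, the paper reports higher mRNA in both cell lines by qRT-PCR, which does not use the dyes of the array. The paper calls the increase of EIF4A2 in MDA-MB-231 cells relatively modest, and reports no significant rise of EIF4A2 protein in either cell line. For ANKRD46 it reports higher protein in both cell lines. It also reports that miR-21 lowered the activity of a reporter gene carrying the ANKRD46 3' UTR.

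Without the repeated spots, 821 spots passed 1.3-fold in opposite directions in the cell lines; the difference between the cell lines was not tested, as each had 1 array and another time after transfection.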

How the results depend on the processing

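The removal of repeated spots and the subtraction of neighbouring spots were chosen after the values were seen. Rounding the folds, centring and scaling the arrays, and removing repeated spots kept each of the 3 counts of changed spots (MCF-7, MDA-MB-231, both in the same direction) within 1.5 times its value, as did removing repeated spots and subtracting neighbouring spots together; the subtraction was not run on its own. The threshold moved them: at 1.5-fold, 2933 spots changed in MCF-7, 2684 in MDA-MB-231 and 790 in both, and the shares under 2-fold were 59.7% and 59.1%; at 1.2-fold the counts were 8939, 8272 and 2792 and the shares 86.8% and 86.7%. A lower threshold takes in more small ratios by construction. Without repeated spots the shares under 2-fold were 82.5% and 81.4%, and with neighbouring spots also subtracted 82.8% and 81.5%. Across spots, r was 0.0888 without repeated spots and 0.0821 with neighbours also subtracted, and rho was 0.133 and 0.116. Over spots changed on at least 1 array, with the repeated spots kept, r was 0.597 and rho 0.213. Those are to be set beside 0.578 and 0.182 over all spots. The cause of the differences was not tested beyond the removal itself. In another setting, every spot that matched any of the 27 pairs of Table 2 was left out, chance matches included. With the repeated spots kept, r was then 0.578 and rho 0.179. Centring kept all 17 Table 2 spots past 1.3-fold in both lines and moved ANKRD46 to 0.85 and 1.37 and EIF4A2 to 0.52 and 0.50. Not run were gene-level means, the largest spot of a gene, gene lists and miR-21 seed sites, since no spot carries a gene name and no 3' UTR sequence was used here; requiring a value on both arrays removes no spot. Each ratio already sets LNA-antimiR-21 against LNA-control within 1 array, and a paired test over both cell lines, with 1 residual degree of freedom, was not run. Signal over background is unknown here, so the limit it sets on small ratios could not be given.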

Differences from the paper's values

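The paper's values are counts of genes, after filtering that its text does not describe beyond citing a reference. Its text gives only a rule for marking a ratio as of marginal signal intensity, which could not be applied here without signals. The values here are counts of spots with none removed, at the same threshold of 1.3-fold. In MCF-7 the paper reports 394 changed genes, 228 higher and 166 lower; here 5693 spots changed, 2808 higher and 2885 lower. In MDA-MB-231 the paper reports 321 genes, 190 higher and 131 lower; here 5217 spots changed, 2737 higher and 2480 lower. For both cell lines the paper reports 27 genes, 18 higher and 9 lower; here 1614 spots changed in the same direction, 918 higher and 696 lower. Each of these 9 counts was over 1.5 times the paper's under every alternative set before the data were examined (folds rounded to 2 decimals, thresholds of 1.5-fold and 1.2-fold, centring, and centring with scaling), and none of them reached the paper's value. The lowest counts came at 1.5-fold, with 2933 spots in MCF-7, 2684 in MDA-MB-231 and 790 in both. The same held without the repeated spots (5222, 4749 and 1166) and with neighbouring spots also subtracted (5215, 4714 and 1110), both chosen after seeing the values. The paper's Table 2 lists 27 genes with at least 1.3-fold changes in both lines; all 27 pairs of folds were found among the ratios.

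The paper's text states that more of the changed genes were up-regulated than down-regulated in MCF-7; here 49.3% of the changed spots were higher. It was 49.3% with rounded folds, 48.3% at 1.2-fold, 51.8% at 1.5-fold, 52.2% after centring on the median and 52.1% with scaling as well; among the alternatives chosen after seeing the values, it was 46.5% without the repeated spots and 50.0% with neighbouring spots also subtracted. In MDA-MB-231, for which the paper states the same, 52.5% were higher, as were 52.4% with rounded folds, 50.2% at 1.2-fold, 54.4% at 1.5-fold, 54.1% after centring and 53.8% with scaling as well; among the alternatives chosen after seeing the values, it was 49.9% without the repeated spots and 51.3% with neighbouring spots also subtracted.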

Other observations

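The tests in this part were chosen only after the values were seen. The share of spots past 1.3-fold differed along a block: in rows 2 to 6 it was 11.4% in MCF-7 and 9.73% in MDA-MB-231, and in rows 18 to 22 it was 34.6% and 31.8%. The last rows had 3.02 times the share of the first rows in MCF-7 and 3.27 times in MDA-MB-231. After the median of neighbouring spots was subtracted, the ratios were 3.15 (2.89 to 3.43) and 3.45 (3.15 to 3.78), no lower than before. These values argue against a trend of the ratio over neighbouring spots, within 2 rows and columns of the assumed layout, as the cause. Chance differences between rows are unlikely too, as the share per position was related between the arrays (Spearman's rho 0.732 across 470 positions, 0.683 to 0.773). An order of the spots by signal stays open, because no signals were used here, and no biological explanation was tested.

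Of the 17 spots with the folds of a Table 2 gene, 9 lay in rows 1 to 11 of a block (52.9%, exact 95% interval 27.8 to 77.0%). Of the 1166 same-direction spots that do not repeat, 294 lay there (25.2%, 22.7 to 27.8%), and of all 22560 spots 48.5%. The last 2 positions of a block, in row 22, had robust SDs over the blocks of 2.06 and 2.66 in MCF-7 and 1.79 and 3.07 in MDA-MB-231, on the log2 scale.

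When the expected overlap was computed within each row of a block, the 1166 same-direction spots were 1.78 times the expected 656, and the 821 opposite-direction spots 1.28 times the expected 639. Both are lower than with the expected number taken over all spots that do not repeat, 2.12 and 1.49 times.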
